A study of Mus musculus with 8 samples. Its data were reported in "Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity" (2026).

How the data were processed

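Nuclei of the primary visual cortex (V1) of mice at postnatal day 21 were profiled by droplet-based single-nucleus RNA-seq. The mice carried loxP-flanked alleles of the glucocorticoid receptor gene Nr3c1 and received, at birth, an adeno-associated virus with an astrocyte promoter. The virus encoded either Cre with eGFP (GR-KO) or an inactive, truncated Cre with eGFP (GR-Con). Animals were reared with normal light (NR) or in the dark (DR). The labels give 8 samples in 4 groups, with 2 per group. The library names in the deposited cell table give the group and the sex of each library, 1 male and 1 female per group, but not the replicate number, so libraries are named here by group and sex.

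According to the methods of the study, the authors sorted nuclei before library making and kept those positive for DRAQ5 and negative for GFP signal. They aligned reads with Cell Ranger to the mm10 genome (GRCm38) with a custom annotation that held the viral eGFP sequence. Nuclei with very few or very many gene counts were removed, DoubletFinder was used to remove predicted doublets within each sample, cell types were identified by Louvain clustering, and clusters without marker genes were dropped in that step. The matrix deposited by the authors holds UMI counts per gene and nucleus without normalization. The cell table deposited by the authors gives, per nucleus, the counts of UMIs and of detected genes, the percent of UMIs from mitochondrial genes, the library, rearing, sex, vector and cell type. The matrix was checked against this table: it held 26711 features and 102330 nuclei, all values were whole numbers, and the column sums equalled the UMI number of the cell table for 102330 nuclei. The deposited cell types were used as given. Of 67 marker genes chosen in advance, 59 had their highest CPM (counts scaled to a common library total) in the cell type they mark. The exceptions were markers of L4 (1 of 3 highest), L5IT (2 of 3), L5PT (1 of 2), L6IT (0 of 3) and L6CT (2 of 3).

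Gene coordinates were taken from GENCODE vM21 on GRCm38, by gene symbol. Of the features, 26018 matched 1 gene, 43 matched several and 650 matched none. The features EGFP, Cre and delCre belong to the vectors and have no coordinates.

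For each cell type, UMI counts were summed per library, so that the animal was the unit of replication. A cell type entered a fit when each library of the fit had at least 10 nuclei of it. Counts were fitted with edgeR 4.0.16 in R 4.3.3: filterByExpr with its defaults, TMM factors, estimateDisp, glmFit and the likelihood ratio test of glmLRT, two-sided, as in the methods of the study. P-values were adjusted by the Benjamini-Hochberg method within each cell type, and genes were called at an adjusted p under 0.05. A standard error of a log2 fold change (SE) is the fold change divided by the square root of its likelihood ratio statistic. CPM are given as mean ± SD of n = 2 libraries unless another n is stated. There were 6 comparisons: GR-KO against GR-Con in NR, the same in DR, DR against NR in GR-Con, the same in GR-KO, the interaction (the genotype difference in NR minus that in DR) and GR-KO against GR-Con over all 8 libraries with rearing as a term. Shares of nuclei per cell type were compared with the edgeR quasi-likelihood F-test on numbers of nuclei. The comparisons, tests, alternatives and gene lists were chosen before the data were examined, except where another origin is stated.

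Genes were named by rules fixed in advance. These were Nr3c1 and eGFP; lists taken from the text of the study (11 maturation and GR target genes, 12 extracellular matrix genes, 3 axonal genes, 3 immediate early genes); in astrocytes, up to 3 genes per direction and comparison with the largest fold change among called genes with an average log2 CPM of at least 5 and with no overlap between the libraries of both groups; for GR-KO against GR-Con in NR and for DR against NR in GR-Con, the 5 genes called in the same direction in the most excitatory neuron types; and up to 2 genes per direction, by the rule for astrocytes, in the cell type with most NR genotype calls outside astrocytes and excitatory neurons. The separation rule was not applied to the interaction. For the fit over all 8 libraries it compared 4 libraries with 4.

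The tests were tried on simulated counts with the dispersions and depths of these libraries, in which 200 genes changed by a factor of 2 (5 draws). In NR astrocytes the likelihood ratio test recovered 73.7% of the changed genes and 12.6% of its calls were false. In NR L2/3 neurons it recovered 67.0%, with 25.6% of calls false. The quasi-likelihood F-test gave 8.71% and 17.0% false calls and DESeq2 gave 4.62% and 17.8%. For this reason counts by the quasi-likelihood test and by DESeq2 are printed beside those by the likelihood ratio test. Both recovered fewer of the changed genes, 68.1% and 58.0% by the quasi-likelihood test and 55.7% and 61.4% by DESeq2. For the interaction the quasi-likelihood test recovered 5.4% in astrocytes and 13.4% in L2/3. A low count by it there is weak evidence that genes did not change. With no gene changed, the likelihood ratio test called 6 to 8 genes in NR astrocytes and 20 to 30 in NR L2/3 neurons.

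Alternatives tried one at a time were the edgeR quasi-likelihood F-test, DESeq2 1.42.0 with its own size factors, RLE factors, no filter on low counts, a filter of at least 10 CPM in at least 2 libraries, an equal number of nuclei per library, a sex term with 20 sex-linked features left out, genes with at least 4-fold higher CPM in astrocytes left out of the other cell types, all 8 libraries in 1 model, and each library left out in turn. Chosen after the data were seen were a common lowest UMI number per nucleus (7024, which left out 14868 nuclei), no minimum of nuclei per library, nuclei with an eGFP, Cre or delCre UMI left out of cell types other than astrocytes, and thinning of nuclei to 5000 UMIs. When a library was left out, the lone library of its group was assumed to vary like the other groups. The overlap of GR-KO-induced genes with the response to DR was set beside 20 simulated draws that shared the same control libraries. In these draws DR GR-Con equalled NR GR-Con, while genes called in NR kept their fitted GR-KO change. Genes called by chance were thus simulated as changed, so the draws may understate what shared controls alone give. Intervals of shares are exact Clopper-Pearson intervals at 95% and cover counting error only. A share of 0 is given with the limit that 3 counts of the total would set. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

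Cell types with fewer than 10 nuclei in a library were left out of the affected fits. These were chandelier cells (ChC) and microglia in all 6 comparisons, SMC-pericytes in all but DR against NR in GR-KO, and endothelial cells and VLMCs in the comparisons that include the DR GR-Con libraries.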

Results

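The data were UMI counts of 26711 features in 102330 nuclei of mouse V1 at postnatal day 21, in 20 deposited cell types. Of the nuclei, 69372 belonged to 8 excitatory neuron types, 10403 to 5 inhibitory types and 22555 to 7 non-neuronal types. The 8 libraries formed 4 groups of 1 male and 1 female, for GR-KO and GR-Con each under NR and under DR. Total UMIs were 231418195 (male) and 206271296 (female) in NR GR-Con, 280910168 (male) and 263273814 (female) in NR GR-KO, 252257090 (male) and 288774016 (female) in DR GR-Con, and 168632129 (male) and 202320161 (female) in DR GR-KO. Nuclei per library ran from 9517 (NR GR-KO female) to 15161 (DR GR-Con male), and median UMIs per nucleus from 14861 (DR GR-KO female) to 29223 (NR GR-KO female). The deposited sex matched the counts: Xist was at 716 to 808 CPM in the female libraries and at no more than 0.674 CPM in the male ones. The labels give no sequencing or library batch.

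The first question was which cells carried the viral transcript. An eGFP UMI was found in 7.71% ± 3.04 (SD, n = 8) of astrocyte nuclei, with a range of 4.18% to 11.98% and a median depth of 5926.75 UMIs. The nuclei had been sorted as negative for GFP signal, so this share is not a rate of infection. The share was 0.689% in excitatory neurons (median depth 19811.5 UMIs), 0.613% in inhibitory neurons and 0.0591% in oligodendrocytes and OPCs (median depth 7240.25 UMIs), which serve as the background. Mean eGFP was 14.9 ± 6.07 CPM in astrocytes, 0.301 CPM in excitatory neurons and 0.0568 CPM in oligodendrocytes and OPCs. The share in astrocytes moved most when nuclei were thinned to 1000 UMIs, to 1.75%. Between genotypes eGFP did not differ in NR astrocytes (log2 fold change 0.39, SE 0.39, adjusted p 0.78). Cre UMIs numbered 0 in the 4 GR-Con libraries. In the GR-KO libraries they were found in 4.59% of astrocytes (200 of 4362; median depth 6393.5 UMIs), 3.83% of excitatory neurons (1188 of 31042; median depth 21731.5 UMIs) and 0.150% of oligodendrocytes and OPCs (6 of 4001; median depth 8175 UMIs). The delCre feature had UMIs in both genotypes and does not separate them.

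**Figure D1:**
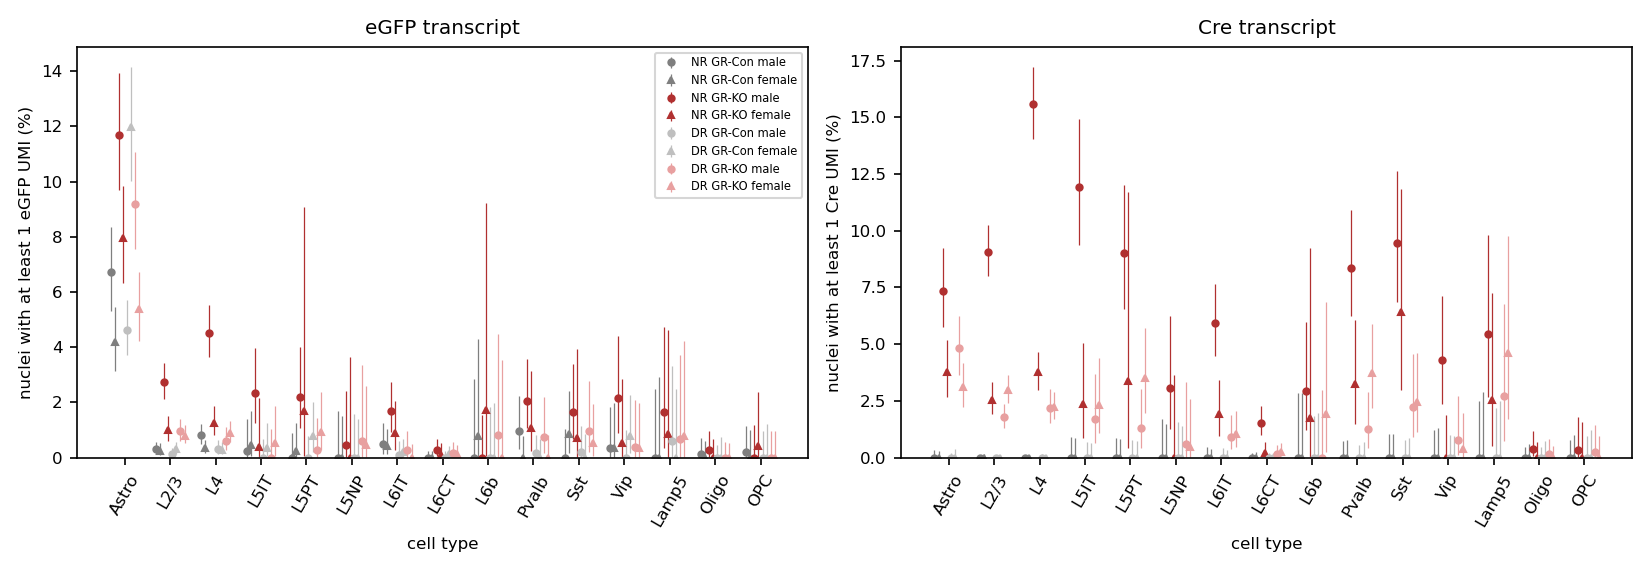
Percent of nuclei with an eGFP UMI (left) and with a Cre UMI (right), per cell type, 1 point per library with its exact 95% interval. Astrocytes had the highest eGFP shares in each library, and the highest Cre share was 15.6% in L4 of the NR GR-KO male library, while the GR-Con libraries had 0 Cre UMIs.

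The comparison of GR-KO with GR-Con in NR asks what the Cre vector, aimed at Nr3c1 in astrocytes, changes under normal light. In astrocytes 1030 genes were called, 541 higher and 489 lower in GR-KO, of 14493 tested. The quasi-likelihood test called 746 and DESeq2 called 689. The alternative that moved this count most was the sex term (2057), and without the NR GR-Con male library it was 605. Of the genes called higher, 330 (61.0%) had at least 4-fold higher CPM in excitatory neurons than in astrocytes of the GR-Con libraries, against 8.56% of all genes tested and 5 of the 489 genes called lower. A separate, smaller set of 420 neuron-enriched genes was also summed in the NR libraries. It took 1.29% (male) and 1.38% (female) of astrocyte UMIs in NR GR-KO and 0.881% (male) and 0.803% (female) in NR GR-Con. This limits what the genes called higher show about astrocytes.

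Among genes not enriched in neurons, Alk (chromosome 17, 71868972 to 72604627) rose from 11.8 ± 1.76 to 62.3 ± 5.27 CPM (log2 fold change 2.40, SE 0.18, adjusted p 1.6e-37). Them4 (chromosome 3, 94310089 to 94332540) rose from 29.4 ± 4.69 to 103 ± 18.5 CPM (log2 fold change 1.81, adjusted p 4.3e-19), and 8030451A03Rik from 15.6 ± 3.84 to 47.4 ± 0.636 CPM (1.61, adjusted p 5.4e-15). Etnppl (chromosome 3, 130617448 to 130637521) was lower, at 28.0 ± 0.637 against 247 ± 54.8 CPM (log2 fold change -3.14, SE 0.20, adjusted p 5.6e-52). Phyhd1 had a log2 fold change of -2.14 (adjusted p 3.1e-22). Fkbp5 was at 12.9 ± 11.5 against 88.7 ± 56.6 CPM (log2 fold change -2.79, SE 0.62, adjusted p 2.9e-04), and was not called by DESeq2. The rule that named these genes required both GR-KO libraries to lie on 1 side of both GR-Con libraries, so that separation is not a result. Of the 11 maturation and GR target genes, 11 were called lower, also when adjusted over the list alone and by the quasi-likelihood test. Of the 12 extracellular matrix genes 11 were tested: 7 were called higher and 4 lower, and 11 when adjusted over the list alone (10 by the quasi-likelihood test). Both lists come from the study's own text. Nr3c1 (chromosome 18, 39410545 to 39519421) did not differ, at 229 ± 3.42 CPM in GR-Con and 267 ± 8.44 CPM in GR-KO (log2 fold change 0.22, SE 0.14, adjusted p 0.51). Counts over the whole gene from 3′ reads cannot show whether an exon was deleted. The GR-KO and GR-Con labels were checked by the Cre UMIs instead.

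**Figure D2:**
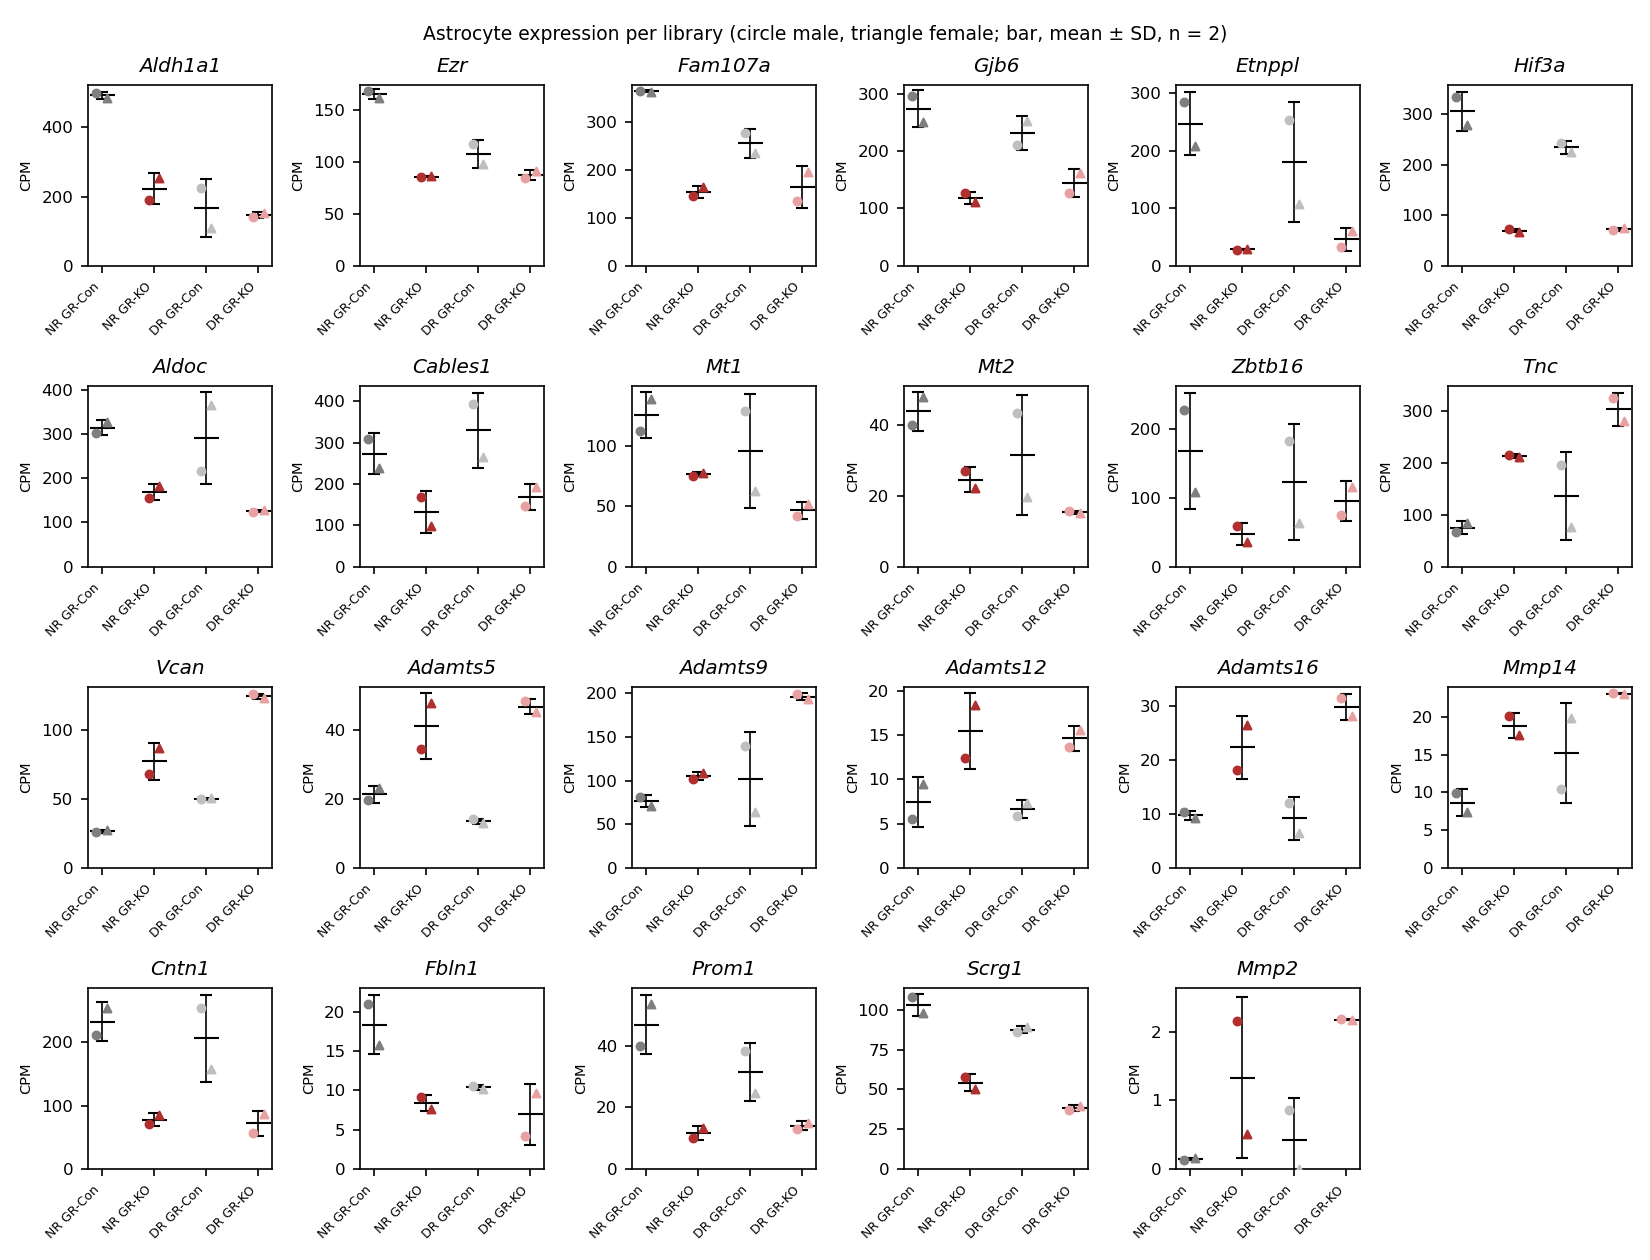
CPM in astrocytes for genes of the maturation list and of the extracellular matrix list, 1 point per library (circle male, triangle female), with mean and SD of n = 2 per group. Etnppl was at 28.0 CPM in NR GR-KO and 247 CPM in NR GR-Con, and Vcan at 77.1 and 26.5 CPM.

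In the 16 other cell types tested, 780 genes were called in NR, 564 higher and 216 lower. The quasi-likelihood test called 67 and DESeq2 286. The count was 313 without the NR GR-Con male library, 410 without NR GR-Con female, 2028 without NR GR-KO male and 4216 without NR GR-KO female. With sex as a term and sex-linked features left out it was 2110. Excitatory neuron types held 433 of the calls, 288 of them higher in GR-KO (66.5%), against 1 by the quasi-likelihood test and 174 by DESeq2. The calls were 376 different genes, of which 38 were called in at least 2 types and 338 in 1. With the sex term, 262 genes were called in at least 2 types and 73.9% of the calls were higher. By type, 41 of 49 calls were higher in L2/3, 42 of 47 in L4, 24 of 29 in L5IT, 94 of 210 in L5PT, 6 of 9 in L5NP, 60 of 62 in L6IT, 19 of 20 in L6CT and 2 of 7 in L6b. L5PT held 116 of the 145 lower calls. In L5PT, the NR GR-KO female library had 59 nuclei while the other libraries had 384 to 504. When the NR libraries were split by sex instead of by genotype, 1413 genes were called in excitatory types, more than for the genotype. Each genotype had 1 library of each sex. In VLMCs the likelihood ratio test called 0 genes (205 at an unadjusted p under 0.05), as did the quasi-likelihood test (165) and DESeq2.

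The genes called in the most excitatory types were Capn11, Gpc5, Cre, Erbb4 and Kcnmb2, and the quasi-likelihood test called none of these 5 in an excitatory type. Capn11 (chromosome 17, 45630204 to 45659325) was higher in 5 types, in L2/3 at 2.65 ± 0.39 against 0.629 ± 0.0566 CPM (log2 fold change 2.08, SE 0.30, adjusted p 3.4e-08). Gpc5 (chromosome 14, 115092215 to 116525179) was higher in 5 types, in L5IT with a log2 fold change of 1.81 (adjusted p 4.2e-06). Cre was called in L2/3, L4, L5PT and L6IT. All GR-Con libraries had 0 Cre UMIs, so that no fold change is given. Erbb4 (chromosome 1, 68032186 to 69108059) was higher in L2/3, L4, L5IT and L6CT (log2 fold changes 1.04, 1.66, 1.31 and 1.05) and lower in L5PT (-1.32). The L5PT value reversed when nuclei were subsampled to an equal number. Kcnmb2 (chromosome 3, 31902507 to 32200180) was higher in L2/3 (1.68), L4 (1.32) and L5IT (3.49). Of the 3 axonal genes, Robo1 (chromosome 16, 72308306 to 73046095) was called in L4, from 70.1 ± 11.4 to 203 ± 50.9 CPM (log2 fold change 1.54, SE 0.24, adjusted p 4.4e-07). When adjusted over the list alone, 3 of 3 were higher in L2/3, L4 and L5IT and 1 in L5NP. The study chose these genes on these libraries, so this count is not independent evidence, and the quasi-likelihood test called 0 of them in each type.

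Oligodendrocytes had 211 calls in NR, 201 of them higher (31 by the quasi-likelihood test, 79 by DESeq2). Of the 201, 188 (93.5%) had at least 4-fold higher CPM in excitatory neurons, against 10.3% of all genes tested. Kcnip4 rose from 160 ± 1.25 to 495 ± 165 CPM (log2 fold change 1.62, SE 0.25, adjusted p 5.8e-08) and Hs6st3 had a log2 fold change of 1.79 (adjusted p 3.2e-04); both are enriched in neurons. Mgp (-0.70, adjusted p 0.041) and Garnl3 (-0.59, adjusted p 0.013) were lower.

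**Figure D3:**
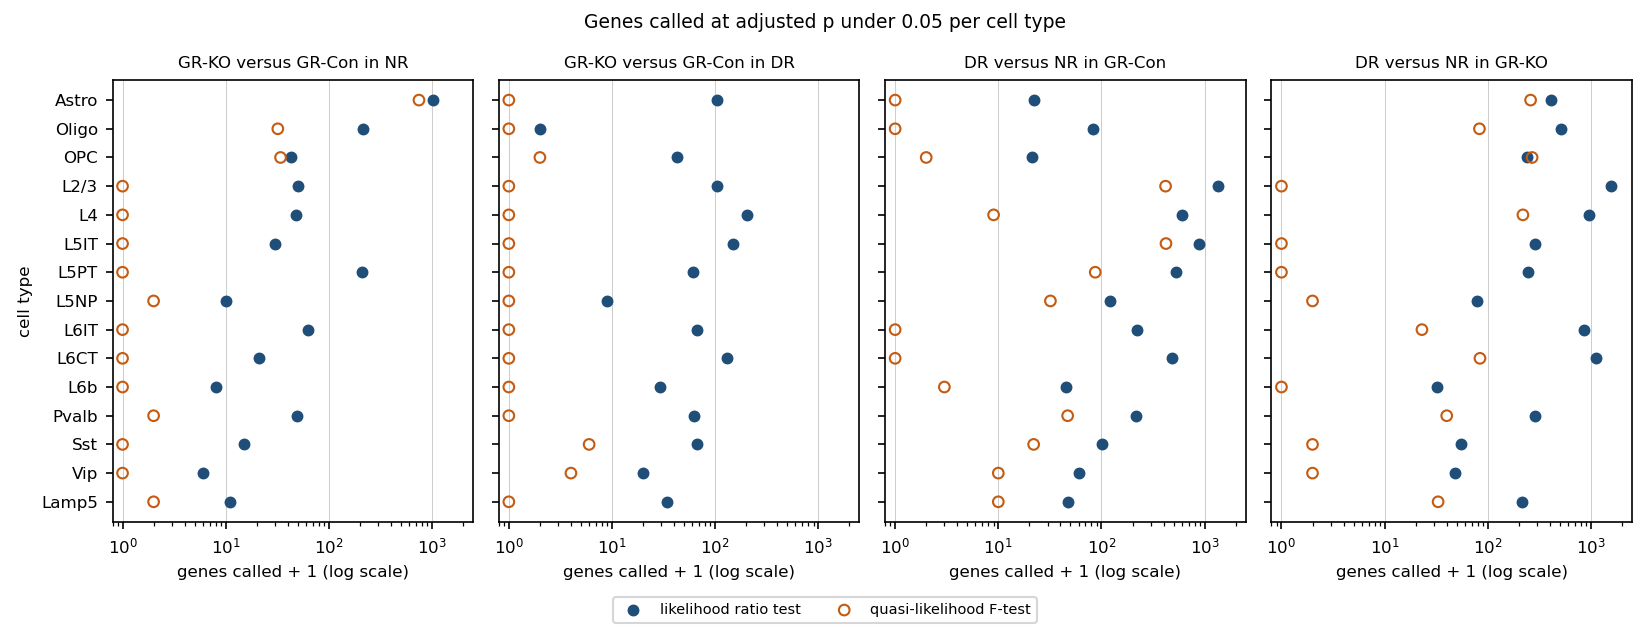
Genes called per cell type plus 1, on a log scale, by the likelihood ratio test (filled) and the quasi-likelihood F-test (open), in the 4 comparisons between groups of 2 libraries. In NR, astrocytes had 1030 and 746 calls by these tests, and L5PT 210 and 0.

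The same comparison in DR repeats the test on libraries that share no sample with it. In astrocytes 104 genes were called, 33 higher and 71 lower, with 868 at an unadjusted p under 0.05. The quasi-likelihood test called 0 (874 unadjusted) and DESeq2 65. Single libraries decided this count, which was 6 without GR-KO female, 7 without GR-KO male, 736 without GR-Con female and 2505 without GR-Con male. Hif3a was at 72.3 ± 3.01 in GR-KO and 235 ± 12.9 CPM in GR-Con (log2 fold change -1.70, SE 0.19, adjusted p 4.2e-15), and Phyhd1 (-1.81, adjusted p 1.8e-09) and Etnppl (-1.98, adjusted p 0.0070) were lower too. Slco1c1 (1.37, adjusted p 4.4e-08), Them4 (1.90, adjusted p 2.7e-09) and Map3k19 (1.65, adjusted p 0.0087) were higher. Of the maturation list, 4 genes were called lower (8 adjusted over the list alone). Of the extracellular matrix list, 4 were higher and 3 lower (7 and 3 over the list alone). In the other types 967 genes were called (9 by the quasi-likelihood test, 735 by DESeq2), of which 745 were in excitatory types. The count of 967 was 252 and 460 without the GR-KO female and male libraries and 3582 and 4332 without GR-Con female and male. There Erbb4 in L5IT (-1.09, adjusted p 0.042), Kcnmb2 in L4 (-1.17, adjusted p 0.0026) and Gpc5 in L6IT (-1.79, adjusted p 0.023) were called lower, opposite to their direction in NR. Of the axonal genes, 0 were called by the likelihood ratio test, by the quasi-likelihood test or over the list alone.

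Of 1003 genes called in NR astrocytes and tested in DR, 73.2% had the same sign in DR (95% interval 70.3 to 75.9; across genes, Pearson r 0.68, Spearman rho 0.59; genes are not independent replicates). The share was 35.6% among 329 neuron-enriched genes and 91.5% among the 674 others. Of 102 genes called in DR, 98.0% had the same sign in NR. In excitatory types the share was 37.4% of 390 gene and type pairs (32.6 to 42.4; r 0.21, rho -0.27) and 58.5% of 723 the other way. In oligodendrocytes it was 23.7% of 198 genes (18.0 to 30.3).

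DR against NR in GR-Con asks what darkness changes in control animals. In astrocytes 21 genes were called, 11 higher and 10 lower in DR, with 623 at an unadjusted p under 0.05. In simulated counts of these astrocytes the likelihood ratio test called 7 to 17 genes with no gene changed. With changed genes 24.0% of its calls were false, so that single genes here are weakly supported. It recovered 40.2% of the changed genes there and the quasi-likelihood test 25.9%. The quasi-likelihood test called 0 (647 unadjusted) and DESeq2 14. The count was 2 without NR female, 5 without NR male, 293 without DR female and 1358 without DR male. Nkain2 (log2 fold change 1.14, adjusted p 1.3e-04), Erbb4 (1.10, adjusted p 0.0057) and Egfem1 (0.92, adjusted p 0.012) were higher, of which Nkain2 and Egfem1 are enriched in neurons. Pde10a (-2.76, adjusted p 1.3e-04), Aldh1a1 (-1.57, adjusted p 0.012) and Thrsp (-1.19, adjusted p 5.4e-04) were lower. Aldh1a1 was the 1 gene called from the maturation list (3 over the list alone), and Vcan the 1 from the extracellular matrix list (1 higher and 2 lower over the list alone). The other types held 4764 calls, 4240 in excitatory types (965 by the quasi-likelihood test, 2940 by DESeq2). The count in other types was 1665 without NR male, 2018 without NR female and 9984 without DR male. L2/3 had 1357, L5IT 877, L4 607, L5PT 532 and L6CT 484. Split by sex, the same libraries gave 128 in excitatory types. Osbpl3 (chromosome 6, 50293330 to 50456201) was lower in 8 of 8 types, in L2/3 at 66.1 ± 3.12 against 352 ± 18.6 CPM (log2 fold change -2.40, SE 0.16, adjusted p 9.0e-49). Syt17, St6galnac5 and Ptpru were each higher in 7 types and Strip2 lower in 7. Of the axonal genes, Robo1 (3.26), Epha3 (1.57) and Gap43 (1.17) were called higher in L5IT, 2 of them in L4 and Robo1 in L2/3. The quasi-likelihood test called 3 axonal genes in L5IT and 0 in each other excitatory type. Over the list alone, 3 were higher in L5IT, 2 each in L2/3 and L4 and 1 each in L5PT and L6CT. Of the 3 immediate early genes, Egr1 was called lower in L6IT (-0.80, adjusted p 0.0073). Adjusted over the list alone, 2 were lower in L6CT and 1 each in L5IT, L5NP, L6IT, Vip and astrocytes. The quasi-likelihood test called 0 immediate early genes in each neuron type tested and in astrocytes.

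DR against NR in GR-KO asks the same in animals that received the Cre vector. In astrocytes 413 genes were called, 93 higher and 320 lower in DR (259 by the quasi-likelihood test, 227 by DESeq2). The count was 73 without DR male, 114 without DR female, 683 without NR female and 726 without NR male. Of the 320, 177 (55.3%) were enriched in neurons. Adamts9 rose from 105 ± 4.33 to 196 ± 3.73 CPM (log2 fold change 0.90, SE 0.12, adjusted p 5.4e-10), and Zbtb16 (1.01) and Nnat (0.89) were higher. Slco1b2 (-2.71, adjusted p 8.6e-18), Cdh18 (-1.26, adjusted p 2.3e-06; enriched in neurons) and Gm47283 were lower. Gm47283 is annotated on the Y chromosome (90784738 to 90816464) but had counts in both sexes, at 67.0 against 216 CPM (log2 fold change -1.69, SE 0.15, adjusted p 2.8e-26). From the maturation list 1 gene was higher and 4 lower (2 and 4 over the list alone), and from the extracellular matrix list 3 were higher and 1 lower, also over the list alone. The other types held 7783 calls (1662 by the quasi-likelihood test, 5624 by DESeq2). Of these, 5121 were in excitatory types (324 by the quasi-likelihood test, 4730 by DESeq2). The count of 7783 was 1914 without DR male, 3080 without DR female and 13270 without NR male. VLMCs had 1216 of the 7783 (915 by the quasi-likelihood test), with 20 to 65 nuclei per library. None of the axonal genes was called by the likelihood ratio test, by the quasi-likelihood test or over the list alone. Of the immediate early genes, Nr4a1 was called lower in L2/3 (-0.76, adjusted p 0.039) and Egr1 in L5NP (-1.45, adjusted p 0.045) and Pvalb, while Fosl2 was called higher in Lamp5. Adjusted over the list alone, 3 were lower in L2/3, 2 in L5IT and 1 each in L5NP, Pvalb, Sst and astrocytes. In Lamp5 1 was higher and 1 lower. By the quasi-likelihood test 0 immediate early genes were called in each neuron type tested and in astrocytes. Of 4102 gene and excitatory type pairs called in GR-Con, 82.0% had the same sign in GR-KO (80.8 to 83.1; r 0.62, rho 0.61).

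The interaction tests whether the genotype difference differs between NR and DR. In astrocytes 57 genes were called, 56 with the more positive difference in NR (1 by the quasi-likelihood test, 47 by DESeq2). Leaving out 1 library gave from 3 (DR GR-KO male) to 991 (DR GR-Con male). Of the 56, 52 (92.9%) were enriched in neurons, against 8.72% of all genes tested. Among them were Nkain2 (interaction log2 1.85, SE 0.20, adjusted p 1.8e-15), Epha6 (1.94, adjusted p 1.6e-05) and Galntl6 (1.79, adjusted p 0.0042). Smim3 was the 1 gene in the other direction (-0.98, adjusted p 0.041). None of the maturation list was called (1 over the list alone), nor of the extracellular matrix list (0 over the list alone). The other types held 337 calls (5 by the quasi-likelihood test, 246 by DESeq2), 230 in excitatory types. No axonal gene was called (1 in L4 and 2 in L5IT over the list alone).

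Over all 8 libraries with rearing as a term, GR-KO and GR-Con differed by 692 genes in astrocytes, 273 higher and 419 lower (411 by the quasi-likelihood test, 563 by DESeq2). The count was 458 without NR GR-KO male, 460 without NR GR-Con male and 1264 without DR GR-Con female. Of the 273, 63 (23.1%) were enriched in neurons. Them4 (1.85, adjusted p 9.2e-27), Alk (1.84, adjusted p 2.3e-04) and Vcan (1.42, adjusted p 4.9e-26) were higher, and Etnppl (-2.56, adjusted p 3.9e-11), Fkbp5 (-2.32, adjusted p 5.7e-04) and Phyhd1 (-1.99, adjusted p 3.4e-28) lower. From the maturation list 9 genes were lower (11 over the list alone), and from the extracellular matrix list 8 were higher and 4 lower, also over the list alone. In the other types 146 genes were called (5 by the quasi-likelihood test, 134 by DESeq2), with 267 without DR GR-Con female, 410 without DR GR-Con male and 1121 without NR GR-KO female.

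The genes called higher in NR GR-KO were also measured for DR against NR in GR-Con. The median log2 fold change was 1.44 over 36 genes in L2/3, 1.15 over 39 in L4, 1.67 over 23 in L5IT, 0.73 over 90 in L5PT, 0.18 over 5 in L5NP, 1.25 over 34 in L6IT, 0.99 over 18 in L6CT and 0.37 over 2 in L6b. Both contrasts use the NR GR-Con libraries. Draws with the same controls, an unchanged DR GR-Con and the called GR-KO changes kept gave means of 0.22, 0.26, 0.20, 0.14, 0.31, 0.31, 0.38 and 0.95. These means may understate what shared controls alone give. With genes chosen on the male control and measured against the female one, the medians in the same order were 0.22, -0.37, 0.75, 1.23, -0.35, 1.02, 0.57 and -0.42. Chosen on the female control and measured against the male one, they were 0.82, 1.31, 1.04, 0.77, -0.47, 1.04, 0.64 and -1.20. These medians rest on 2 to 27 genes each. In astrocytes the median was 0.45 over 523 genes, against 0.12 in the simulation.

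Shares of nuclei per cell type did not differ at an adjusted p under 0.05 by the quasi-likelihood test on nuclei. Of 20 types, 0 were below an unadjusted p of 0.05 for genotype or for rearing, and the lowest adjusted p was 0.892 for genotype and 0.998 for rearing. Under the alternatives run, 0 types passed an adjusted p of 0.05 as well, but the lowest adjusted p fell to 0.160 for genotype and 0.320 for rearing without the NR GR-KO male library. There L5IT, L6b, Pvalb and Sst were under an unadjusted p of 0.05 for genotype, and L6b and Sst for rearing. With the common UMI floor, chosen after the data were seen, the lowest adjusted p for rearing was 0.235, with L2/3, ChC, endothelial cells and SMC-pericytes under an unadjusted p of 0.05.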

Values the study reported

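The study reported a final snRNA-seq dataset of 102,330 cells. Before clustering it removed nuclei with under 500 gene counts and those above 70,000. The experiment had n = 2 mice in each condition.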

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

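The tests of Cre UMIs against free RNA and against reads of the mouse genome, the test of neuron-enriched genes in astrocytes and the common UMI floor were chosen only after the results were seen.

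The genotype difference in astrocytes differed between NR and DR for 57 genes by the interaction test (1 by the quasi-likelihood test, 47 by DESeq2), which tests the difference itself. In simulated interaction counts of astrocytes, the quasi-likelihood test recovered 5.4% of the changed genes and the likelihood ratio test 23.3%. Of the calls by the likelihood ratio test, 29.4% were false. With no gene changed it called 3 to 8 genes. Of the 57 genes, 56 had the more positive difference in NR. Of the 56, 52 (92.9%) had at least 4-fold higher CPM in excitatory neurons than in astrocytes, against 8.72% of all genes tested. Such a share is what free RNA or doublets from neurons would give, in a test that could have come out near 8.72%. Shares of astrocyte UMIs were taken over the separate, smaller set of 420 neuron-enriched genes. They were 1.29% and 1.38% in the NR GR-KO libraries and 0.881% and 0.803% in NR GR-Con. In the DR libraries they were 0.941% and 1.25% in GR-Con and 1.03% and 1.04% in GR-KO. The pattern is thus consistent with a higher share of neuronal RNA in astrocyte nuclei of the NR GR-KO libraries. These libraries also had the highest median depths of excitatory nuclei (25216 and 34310 UMIs, against 16939 to 21657 in the others). Free RNA and doublets were not separated from each other. A change of the same genes within astrocytes stays open, as does a difference in how these libraries were made, for which the labels give no batch. The count was 3 without the DR GR-KO male library, 13 without NR GR-Con female, 24 without DR GR-KO female, 28 and 29 without NR GR-KO male and female, 96 without DR GR-Con female and 991 without DR GR-Con male. With the common UMI floor, chosen after the data were seen, it was 6, with an equal number of nuclei 133 and with the sex term 94; why it moved was not tested.

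The genotype difference in the other cell types differed between NR and DR for 337 genes, 230 of them in excitatory types (5 and 0 by the quasi-likelihood test, 246 and 185 by DESeq2). In simulated interaction counts of L2/3, the quasi-likelihood test recovered 13.4% of the changed genes and the likelihood ratio test 38.8%. Of the calls by the likelihood ratio test, 31.3% were false. Of the gene and type pairs called for the genotype in NR excitatory types, 37.4% had the same sign in DR (32.6 to 42.4), below an even share, while of those called in DR 58.5% had the same sign in NR (54.8 to 62.1), above it. A genotype effect shared by both rearing conditions in these neurons cannot be told apart from its absence, because these shares point in opposite directions. Both shares rest on calls from fits without sex, and no share was taken from calls with a sex term. Why the first was below an even share was not tested. Median depth of excitatory nuclei split the genotypes in opposite directions in NR and DR. In NR it was 25216 and 34310 UMIs in GR-KO against 19367 and 17708 in GR-Con. In DR it was 17690 and 16939 in GR-KO against 20256 and 21657 in GR-Con. Depth and genotype were not separated within NR or within DR. Split by sex, the NR libraries gave 1413 calls in excitatory types, against 433 for the genotype, while the DR libraries gave 376 against 745. Sex was balanced over the groups, and with a sex term the interaction count in other cell types was 1195. The interaction count was 139 without the DR GR-KO female library, 159 without NR GR-Con male, 982 without NR GR-KO male, 1055 without DR GR-Con female, 1218 without DR GR-Con male and 1374 without NR GR-KO female. A biological dependence on rearing was not tested beyond this and stays open, as does a difference that follows depth.

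Cre UMIs were found in 3.83% of the excitatory neuron nuclei of the GR-KO libraries (1188 of 31042; exact 95% interval 3.62 to 4.05), although the vector has an astrocyte promoter. This is a signal of a vector feature, outside the mouse genes, above the GR-Con libraries, where it was 0 of 38330 excitatory nuclei (which allows up to 0.00783%). The share was highest in L4 of the NR GR-KO male library, at 15.6% (314 of 2015; 14.03 to 17.24). Reads of the mouse genome matched to the Cre sequence are argued against by 0 Cre UMIs in all nuclei of the 4 GR-Con libraries. Free RNA from astrocytes would give all cell types a like share at equal depth. With nuclei of the NR GR-KO male library thinned to 5000 UMIs, Cre was found in 3.28% of L4 nuclei, 0.188% of 1065 oligodendrocytes and OPCs and 0.386% of 1554 L6CT nuclei (L4 against oligodendrocytes and OPCs, Fisher's exact test, two-sided, p 1.8e-10). This p covers counting error between nuclei only, in the library and cell type with the highest share. It argues against free RNA for L4 of this library. For L6CT and for the other GR-KO libraries, which this test did not cover, free RNA stays open. Doublets with astrocytes would carry astrocyte transcripts, but the median gain of astrocyte marker CPM in excitatory nuclei with a vector UMI was 0.0387% of the astrocyte level. That test pooled nuclei with any vector UMI, many of them without a Cre UMI. Doublets are thus argued against for the pool, and nuclei with a Cre UMI were not tested separately. A candidate explanation is that the vector was transcribed in some neurons, more in the NR GR-KO male library than in the others. The vector encodes Cre together with eGFP, but an eGFP UMI was found in at most 2.40% of the excitatory nuclei of any library. This candidate does not explain why that lies below the 3.83% with a Cre UMI. The Cre signal in neurons was found and tested on the same data, and UMIs do not show whether Nr3c1 was recombined in these neurons.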

How the results depend on the processing

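The common UMI floor, the runs without a minimum of nuclei and those without vector-positive nuclei were chosen only after the results were seen. No paired analysis was possible by replicate number because the cell table does not give that number, so the replicate block was not run. A fit with sex as a block, for which each group has 1 male and 1 female, was run as the sex term.

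Of 1395 values of named genes under the alternatives, 1198 kept their direction and their side of the threshold, 195 lost their call, 1 gained one and 1 reversed. Of 253 values of summary results, 131 stayed within their margin, 117 moved and 5 reversed. Of 1499 counts per cell type, 745 moved by more than 1.5 times. Where nothing else is said, the cause was not tested. In NR astrocytes, Fkbp5 lost its call under DESeq2 only, and Alk, Etnppl, Them4 and Phyhd1 kept theirs under each alternative run. Nr3c1 in DR astrocytes was called without the DR GR-Con male library (0.46, adjusted p 0.0053).

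Erbb4 in L5PT reversed with an equal number of nuclei, from -1.32 to 1.45 (adjusted p 0.0068). A few nuclei held most of its UMIs: the 4 nuclei with the most had 65.6% in the NR GR-Con male library and 79.0% in the female one, against 13.1% and 20.6% in the NR GR-KO libraries, and subsampling to 59 nuclei left these out.

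With the quasi-likelihood test the calls were 67 for NR in other types, 0 and 9 for DR in astrocytes and other types, 0 and 1051 for rearing in GR-Con, 259 and 1662 for rearing in GR-KO, 1 and 5 for the interaction, and 411 and 5 over all 8 libraries. It gave 0 genes in at least 2 excitatory types and 0% higher, with 1 call. Its astrocyte calls in NR had the same sign in DR for 76.4%.

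With DESeq2 the calls were 286 for NR in other types, 65 for DR and 227 for rearing in GR-KO in astrocytes, with 21 genes in at least 2 excitatory types and 78.7% higher. With all 8 libraries in 1 model they were 555 and 385 for NR, 198 and 557 for DR, 95 in astrocytes for GR-Con and 50 for GR-KO, with 8 shared genes. With the filter at 10 CPM, by which fewer genes were tested, they were 461 for NR, 2698 for rearing in GR-Con, 208 for the interaction and 94 over all 8 libraries, all in other types, with 18 shared genes. With equal nuclei, which leaves fewer nuclei, they were 497 for NR in other types, 44 for GR-Con and 133 for the interaction in astrocytes, with 74.5% higher. With the common UMI floor the astrocyte calls were 51 for DR, 201 for rearing in GR-KO and 6 for the interaction; the floor also took VLMCs out of NR and endothelial cells, SMC-pericytes and VLMCs out of GR-KO. With the sex term they were 2057 and 2110 for NR, 225 and 2198 for DR, 725 and 13100 for rearing in GR-KO, 94 and 1195 for the interaction, and 281 in other types over all 8 libraries, with 262 shared genes and 73.9% higher.

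The eGFP share of astrocytes was 1.75% after thinning to 1000 UMIs and 1.87% at 2 or more UMIs, which by construction count fewer nuclei. Genes chosen in the second comparison and measured in the first had the same sign for 98.0% in astrocytes and 58.5% in excitatory types, and 88.7% for rearing.

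The response to DR used few genes when 1 control library chose them. Chosen with the female control and measured against the male one, the medians were 0.82 in L2/3, 1.31 in L4, 1.04 in L5IT, 1.04 in L6IT and 0.64 in L6CT, and reversed in L5NP (-0.47) and L6b (-1.20). Chosen with the male and measured against the female one, they were 0.22 in L2/3, 0.75 in L5IT, 1.23 in L5PT, 1.02 in L6IT and 0.57 in L6CT, and reversed in L4 (-0.37), L5NP (-0.35) and L6b (-0.42). These rest on 2 to 27 genes per type.

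Leaving out 1 library at a time, which leaves fewer samples, gave these ranges. NR calls ran from 605 (without GR-Con male) to 835 (without GR-KO male) in astrocytes, where GR-Con male moved the count by over 1.5 times, and in other types from 313 (without GR-Con male) to 4216 (without GR-KO female), with 410 without GR-Con female and 2028 without GR-KO male. DR calls ran from 6 (without GR-KO female) to 2505 (without GR-Con male) in astrocytes, with 7 without GR-KO male and 736 without GR-Con female, and from 252 (without GR-KO female) to 4332 (without GR-Con male) in other types, with 460 and 3582. Rearing calls in GR-Con ran from 2 (without NR female) to 1358 (without DR male) in astrocytes, with 5 without NR male and 293 without DR female, and from 1665 (without NR male) to 9984 (without DR male) in other types, with 2018 without NR female. Rearing calls in GR-KO ran from 73 (without DR male) to 726 (without NR male) in astrocytes, with 114 without DR female and 683 without NR female, and from 1914 (without DR male) to 13270 (without NR male) in other types, with 3080 without DR female. Interaction calls ran from 3 (without DR GR-KO male) to 991 (without DR GR-Con male) in astrocytes, with 13 without NR GR-Con female, 24 without DR GR-KO female, 28 and 29 without the NR GR-KO male and female and 96 without DR GR-Con female. In other types they ran from 139 (without DR GR-KO female) to 1374 (without NR GR-KO female), with 159 without NR GR-Con male, 982 without NR GR-KO male, 1055 without DR GR-Con female and 1218 without DR GR-Con male. Over all 8 libraries they ran from 458 (without NR GR-KO male) to 1264 (without DR GR-Con female) in astrocytes, with 460 without NR GR-Con male, and from 98 (without DR GR-KO male) to 1121 (without NR GR-KO female) in other types, with 267 without DR GR-Con female and 410 without DR GR-Con male. Shared genes ran from 11 (without GR-Con male) to 745 (without GR-KO female), with 14 without GR-Con female and 111 without GR-KO male, and the percent higher from 59.3 (without GR-KO male) to 75.9 (without GR-Con male), with 73.2 without GR-KO female.

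The number of nuclei limits the rare cell types: the NR GR-Con male library had 2 microglia and the NR GR-KO male library 4, and without a minimum of nuclei microglia had from 27 calls in NR to 663 for rearing in GR-KO among the comparisons in which any gene was called.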

Other observations

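The tests of the few microglia, of neuron-enriched genes among astrocyte calls and of splits with a sex term were chosen only after the results were seen.

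For GR-KO against GR-Con over all 8 libraries, 34 of the 35 splits of the libraries into 4 and 4 could be fitted. In astrocytes 1 of the 34, the real one, gave as many calls as 692, the others a median of 1 and at most 175, so that a random split is argued against. In the other cell types 16 of the 34 gave at least the 146 calls of the real split, with a median of 127 over the others and up to 1234, so that a random split cannot be excluded there. These splits were fitted without sex, and the split by sex gave 379 in the other cell types. With a sex term and without sex-linked genes, the splits gave 29 different fits. In astrocytes 1 of the 29, the real one, gave as many calls as 823 (the others at most 194). In the other cell types 16 of the 29 gave at least the 281 calls of the real split (median of the others 306.5, highest 1344), as did 8 of the 17 with 2 males and 2 females per group (median of the others 199.5), so that a random split cannot be excluded there either. For the NR libraries, 2 of the 3 splits gave at least as many calls in excitatory types as the real one, 433 against 1413 by sex and 13 for the crossed split; for the DR libraries the real one gave the most, 745 against 376 and 126. The split by sex is not a random grouping, since sex is a known factor balanced over the genotypes. In NR it also coincides with the lowest UMI number of a nucleus. This was 4635 and 7024 in the NR male libraries and 1402 and 1460 in the NR female ones. Sex and this minimum were not separated, so the 1413 calls cannot be assigned to sex. With a sex term, calls in NR in the other cell types went from 780 to 2110 and genes called in at least 2 excitatory types from 38 to 262. The share of false calls of that fit was not simulated. With 3 splits the share cannot fall below 0.05, so that chance cannot be excluded by this test of splits.

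In simulated NR L2/3 counts with 200 changed genes, 25.6% of calls by the likelihood ratio test were false. With no gene changed the test called 20 to 30 genes, against 49 in the real NR L2/3 counts. The calls in excitatory types in NR may therefore hold many false ones, and the quasi-likelihood test made 1 call there.

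Of 1003 genes called in NR astrocytes, 73.2% had the same sign in DR, on libraries that share no sample, which is consistent with a genotype effect in astrocytes shared by both rearing conditions. Of the 541 genes called higher, 61.0% were enriched in neurons, which is consistent with neuronal RNA in the astrocyte nuclei of NR GR-KO as part of the difference, and the same sign in DR was found for 35.6% of the neuron-enriched genes (30.4 to 41.0) and 91.5% of the others (89.2 to 93.5). A change of these genes within astrocytes stays open. In oligodendrocytes 93.5% of the genes called higher were enriched in neurons, against 10.3% of all genes tested. The oligodendrocyte calls may thus come from free RNA or doublets from neurons, and 23.7% of the oligodendrocyte genes had the same sign in DR.

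Of gene and type pairs called for rearing in GR-Con excitatory types, 82.0% had the same sign in GR-KO, on libraries that share no sample. This is consistent with an effect of rearing shared by both genotypes.

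In DR astrocytes, genes called in NR differed more between genotypes in nuclei with a vector UMI than in those without, by a median of 0.107 on the log2 scale (510 genes; bootstrap interval over genes 0.0687 to 0.135; 62.0% of genes larger). The libraries of each group were pooled, so this interval leaves out variation between animals. Nuclei with and without a vector UMI were not matched for depth here. The difference has the direction that a change in the astrocytes that carry the vector would give, but does not establish such a change. In excitatory neurons the median log2 ratio of nuclei with to nuclei without a vector UMI, in the direction of the NR change, was -0.036 over 86 gene and type pairs (bootstrap interval -0.119 to -0.002). An effect of the vector within neurons cannot be told apart from its absence, since a nucleus without a vector UMI may still carry the vector.

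Microglia were few in 3 libraries, NR GR-Con male (2 nuclei), NR GR-KO male (4) and DR GR-Con female (4), against 573 to 948 in the others. In these 3 libraries the lowest nuclei of any type had 4635, 7024 and 5704 UMIs, while those of the other libraries had 1402 to 1460. In the other 5 libraries 98.7% of 3854 microglia were below 7024 UMIs and 86.1% below 4635, with a median of 2446.5. A higher lowest UMI number in these libraries is a candidate explanation. Genotype or rearing is argued against, since 0 of the 4 groups had few microglia in both of its libraries.

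L5PT nuclei numbered 59 in the NR GR-KO female library and 384 to 504 in the others. This library had the highest median UMIs in L5PT (47155, against 24317.5 to 34118). An upper limit on UMIs per nucleus could remove such nuclei, but after scaling to this library's depth 13.6% of the L5PT nuclei of the other libraries were above its limit, while 86.8% were missing. The scaling assumes 1 factor for all nuclei, so that this explanation cannot be told apart from others. A biological explanation was not tested.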
